# *LOC550643*, a Long Non-coding RNA, Acts as Novel Oncogene in Regulating Breast Cancer Growth and Metastasis

**DOI:** 10.3389/fcell.2021.695632

**Published:** 2021-07-20

**Authors:** Kuo-Wang Tsai, Kian-Hwee Chong, Chao-Hsu Li, Ya-Ting Tu, Yi-Ru Chen, Ming-Cheng Lee, Shih-Hsuan Chan, Lu-Hai Wang, Yao-Jen Chang

**Keywords:** breast cancer, ncRNA, metastasis, lncRNA, microRNA

## Abstract

Metastatic disease is responsible for over 90% of death in patients with breast cancer. Therefore, identifying the molecular mechanisms that regulate metastasis and developing useful therapies are crucial tasks. Long non-coding RNAs (lncRNAs), which are non-coding transcripts with >200 nucleotides, have recently been identified as critical molecules for monitoring cancer progression. This study examined the novel lncRNAs involved in the regulation of tumor progression in breast cancer. This study identified 73 metastasis-related lncRNA candidates from comparison of paired isogenic high and low human metastatic breast cancer cell lines, and their expression levels were verified in clinical tumor samples by using The Cancer Genome Atlas. Among the cell lines, a novel lncRNA, *LOC550643*, was highly expressed in breast cancer cells. Furthermore, the high expression of *LOC550643* was significantly correlated with the poor prognosis of breast cancer patients, especially those with triple-negative breast cancer. Knockdown of *LOC550643* inhibited cell proliferation of breast cancer cells by blocking cell cycle progression at S phase. *LOC550643* promoted important *in vitro* metastatic traits such as cell migration and invasion. Furthermore, *LOC550643* could inhibit miR-125b-2-3p expression to promote breast cancer cell growth and invasiveness. In addition, by using a xenograft mouse model, we demonstrated that depletion of *LOC550643* suppressed the lung metastatic potential of breast cancer cells. Overall, our study shows that *LOC550643* plays an important role in breast cancer cell metastasis and growth, and *LOC550643* could be a potential diagnosis biomarker and therapeutic target for breast cancer.

## Introduction

Breast cancer is the most common cancer and the second leading cause of cancer deaths among women worldwide (Bray et al., 2018). Unlike other malignancies, breast cancer is considered a heterogenous disease consisting of at least four molecular subtypes, namely luminal A, luminal B, HER2, and triple negative (or basal-like) subtypes, which are determined on the basis of hormone receptor status and HER2 expression (Yeo et al., 2014). Among breast cancer subtypes, triple negative breast cancer (TNBC) is the most aggressive one, it has the poorest 5-year survival rate, and has the shortest recurrence intervals because of the lack of effective treatments and targeted therapy (Bertucci et al., 2012). Therefore, developing useful prognostic biomarkers and alternative therapeutic approaches for patients with TNBC is urgently required.

Long non-coding RNAs (lncRNAs) are an emerging class of ncRNAs with an estimated number of 15,000 human genome transcripts, and these RNAs have been demonstrated to play a crucial role in tumor development (Derrien et al., 2011; Serviss et al., 2014). Abundant evidence indicates that lncRNAs exert their function by interacting with cellular macromolecules such as chromatin, RNAs and proteins to regulate genes important for cell proliferation, motility, invasiveness, and angiogenesis (Serviss et al., 2014; Kumar and Goyal, 2017; Zhang et al., 2020). lncRNAs can also act as decoys to titrate cancer-related miRNAs to regulate the aforementioned cellular activities (Yoon et al., 2014; Chan and Tay, 2018). Despite numerous efforts being made to identify the role of lncRNA in tumor progression, the function of most lncRNAs remains largely unknown.

In this study, we compared the lncRNA expression profiles between the highly metastatic MDA-MB-231-IV2-1 subline and its parental line MDA-MB-231 to identify clinically relevant metastasis-related lncRNAs that can be found in The Cancer Genome Atlas (TCGA) database. We demonstrated that *LOC550643* promoted *in vitro* metastasis-traits such as cell growth, migration, and invasion through inhibiting miR-125b-2-3p. High *LOC550643* expression was significantly correlated with poor overall survival (OS) when compared with low *LOC550643* expression in TNBC patients.

## Materials and Methods

### Cell Line

Eight human cell lines, namely MCF-10A, MCF-7, T-47D, SK-BR-3, BT-549, Hs578T, MDA-MB-231, and MDA-MB-453, were originally obtained from the American Type Culture Collection and maintained in Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% inactivated fetal bovine serum (FBS) (Invitrogen, Carlsbad, CA, United States). The highly metastatic MDA-MB-231-IV2-1 and MDA-MB-231-IV2-2 cells were isolated using an *in vivo* mouse model, as in our previous study (Chan et al., 2014). Breast cancer cell total RNA was prepared using TRIZOL (Invitrogen, Carlsbad, CA, United States) in accordance with the manufacturer’s instructions. Total RNA was incubated with DNase I (20 mg/ml) at 37°C for 30 min followed by phenol-chloroform extraction. RNA was then precipitated with isopropanol at 4°C for 30 min followed by centrifugation at 12,500 rpm. RNA pellets were washed with 70% ethanol three times and dissolved in DEPC-treated water.

### Microarray Analysis

MDA-MB-231-P and MDA-MB-231-IV2-1 cells were cultured in DMEM supplemented with 10% inactivated FBS. The cells were subjected to RNA extraction after 70% confluence was reached. Breast cancer cell total RNA was prepared using TRIZOL approach. Next, 0.2 μg of total RNA was subjected to amplification by using a Low Input Quick-Amp Labeling kit (Agilent Technologies, United States) and labeled with Cy3 (CyDye, Agilent Technologies, United States). Finally, 0.6 μg of Cy3-labled cRNA was fragmented and hybridized using an Agilent SurePrint G3 Human V2 GE 8 × 60K microarray (Agilent Technologies, United States) at 65°C for 17 h. After hybridization, the microarray image was scanned and analyzed using Feature Extraction 10.5.1.1 (Agilent Technologies, United States). We performed microarray experiments by using the Agilent oligonucleotide ChIP-on-chip protocol, then data analysis were analyzing by Welgene Biotech (Taipei, Taiwan) We submitted all microarray raw data to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), and they are freely available (accession number: GSE175513).

### Pathway Enrichment Analysis

The differentially expressed gene–associated networks were analyzed with *Kyoto Encyclopedia of Genes and Genomes* (KEGG) pathways. Altered gene expressions were selected from microarray data and were subsequently fed into the KEGG pathways using the R package SubPathwayMiner (version 3.1). Enriched pathways were extracted by Hypergeometric testing the false discovery rate–corrected *q*-value were calculated.

### Reverse Transcription and Real-Time Polymerase Chain Reaction (PCR) Analysis

Total RNA was reverse-transcribed with random primers and SuperScript III Reverse Transcriptase in accordance with the relevant user manual (Invitrogen, Carlsbad, CA, United States). The RT reaction was carried out at 42°C for 1 h followed by inactivation at 70°C for 10 min. The cDNA was used for the subsequent PCR reaction with gene-specific primers, and gene expression analysis was conducted using a SYBR Green I assay (Applied Biosystems, Foster City, CA, United States). Delta-delta Ct values were used to determine their relative expressions as fold changes using GAPDH as an internal control. The primers used are listed in Supplementary Table 1.

### Clinical Samples

The data and specimens used in this study were collected from 36 breast cancer patients who underwent surgery at the Department of Surgery, Kaohsiung Veterans General Hospital (KSVGH), Taiwan. Informed consent forms were obtained from all patients by the KSVGH biobank. This study was approved by the ethics committees of KSVGH (VGHKS16-CT10-08).

### *LOC550643* Expression Analysis and Clinical Impact of TCGA Database

In this study, we downloaded TCGA data on RNA sequences in breast cancer tissue samples from the TCGA online database^1^. The RNA-seq data of 1092 breast cancer tissue samples and 113 corresponding adjacent normal tissue samples were fetched from TCGA public domain. Among them are expression profiles of 56 paired normal/tumor tissues from the breast cancer patients. We identified lncRNAs differentially expressed in cancer tissues versus their adjacent normal tissues from the 56 breast cancer patients. The clinical information of the patients was also downloaded. In this study, the Kaplan–Meier survival analysis was applied for evaluating *LOC550643* relevant overall survival in 1070 breast cancer patients.

### RNA Ligase–Mediated Rapid Amplification of the 5′ and 3′ Rapid Amplified cDNA Ends for Full-Length Determination

To map the full *LOC550643* sequence, RNA ligase–mediated rapid amplification of cDNA ends (RACE) was performed using the GeneRacer kit (Invitrogen, Carlsbad, CA, United States) in accordance with the manufacturer’s instructions. The 5′ RACE was conducted to obtain the complete sequence of the lncRNA transcript. The 5′ end sequence of the lncRNA transcript was generated using GeneRacer 5′ primer and reverse primers. In addition, the 3′ end sequence of the lncRNA transcript was obtained using the GeneRacer 3′ primer and forward primers. The complete sequence of the lncRNA transcript was obtained by merging the 5′ end and 3′ end sequences. PCR products were gel-purified and cloned into a pCR4 TOPO vector (Invitrogen, Carlsbad, CA, United States) for sequencing. The primers used in the RNA ligase–mediated RACE are presented in Supplementary Table 1.

### *LOC550643* Knockdown

MDA-MB-231-IV2-1 cells with approximately 70% confluence were cultured in 60-mm cell culture dishes with DMEM supplemented with 10% FBS for 24 h prior to transient transfection. For *LOC550643* knockdown, *LOC550643* siRNAs (10 nmol/L) transfection was conducted using lipofectamine RNAiMAX (Invitrogen) in Opti-MEM (Invitrogen). The sequences of siRNAs purchased from Gene Discovery are presented in Supplementary Table 2.

### Cell Proliferation Assay

Cells were transfected with either si-*LOC550643* or siNC and plated onto 96-well plates. Cell proliferation was determined at the time point of 0, 1, 2, 3, and 4 days. Cell viability was analyzed by MTS assay (Promega Corporation, United States) in accordance with the manufacturer’s instructions.

### Colony Formation Assay

A total of 4000 cells were plated in 6-well plates and incubated at 37°C for 10 days. The cultured medium was replaced every 3 days. Cells were fixed with 4% formaldehyde for 2 min, and colonies were stained with 0.5% crystal violet solution for 2 h. The 6-well plates were washed with H_2_O and air-dried. The crystal violet-stained cells were then lysed with 1 mL of 10% acetic acid followed by analysis of 595 nm the absorbance using a spectrophotometer.

### Cell Synchronization

MDA-MB-231-IV2-1 cells were synchronized at the late G1/early S phase by using a double thymidine block in accordance with a previous study (Chen and Deng, 2018). MDA-MB-231-IV2-1 cells with approximately 70% confluence were seeded in 6-cm dishes and transfected with si-*LOC550643* as previously described. After 24 h of siRNA transfection, the first thymidine block was initiated through the addition of thymidine (Sigma) to the wells at a final concentration of 2 mM for 16 h. Cells were then washed with 1X phosphate-buffered saline (PBS) and further cultured in normal cell maintenance media for 8 h to release the cell cycle. The second 16-h thymidine (2 mM) block was initiated immediately following the 8-h cell cycle release. After the second thymidine block, the cells were washed with 1X PBS to release the cell cycle and further incubated in a medium containing nocodazole (1 μg/mL) to arrest cells in the G2/M phase. The cell cycle progression of the cells was analyzed using flow cytometry every hour for 8 h following the release. The cell cycle profiles were analyzed using NucleoView NC-3000 to determine the percentages of cells in the G1, S, and G2/M phases.

### Image Flow Cytometry Assay

The cell cycle of MDA-MB-231-IV2-1 with *LOC550643* knockdown was determined using the fluorescence image cytometer NucleoCounter NC-3000 (ChemoMetec, Gydevang, Lillerød, Denmark). After transfection with siRNA for 48 h, the cells were trypsinized and the number of cells was determined. A total of 1 × 10^6^ cells were fixed with 70% ethanol at 4°C overnight. The cells were then stained with 1 μg/mL DAPI (4’,6-diamidino-2-phenylindole) solution containing DAPI and 0.1% triton X-100 in PBS at 37°C for 5 min. Finally, the stained cells were analyzed using the NucleoView NC-300 software program (ChemoMetec, Gydevang, Lillerød, Denmark).

### Western Blotting

The cells were harvested 48 h after transient transfection followed by PBS wash, and treated with lysis buffer (50 mM Tris-HCl at pH 8.0, 150 mM NaCl, 1% NP-40, 0.02% sodium azide, 1 μg/mL aprotinin, 1 mM PMSF) at 4°C for 30 min. The relevant details are described in our previous study (Tsai et al., 2018). Detailed information regarding the primary antibodies used in this study is presented in Supplementary Table 3.

### Cell Invasion

For the invasion assay, 3 × 10^5^ cells were suspended in 200 μL of DMEM with 2% FBS and plated onto BD BioCoat Matrigel Invasion Chambers (24-well insert; pore size, 8 μm; BD Biosciences) precoated with 100 μL Matrigel (0.5 μg/μL) per insert and incubated in a humidified chamber for 2 h at 37°C. The lower chamber was filled with DMEM containing 10% FBS. After being cultured for 24 h, the transwell inserts were fixed and stained with crystal violet solution (0.5% crystal violet, 5% formaldehyde, 50% ethanol, and 0.85% sodium chloride). Cells that did not invade were erased with a cotton swab. The invaded cells were imaged under a microscope at 100 × magnification.

### Animal Model

A xenograft mouse model was performed in this study, 10 mice were used for the lung metastasis assay (five controls and five for LOC550643 knockdown). A total of 1 × 10^6^ cells were transfected with the indicated siRNAs 24 h before injection, and then they were suspended in 100 μL of 1X PBS and were injected into C.B-17 severe combined immunodeficient (SCID) mice via tail vein. The lung metastasis status of the mice was investigated 3 weeks after injection. The mice were intravenously injected with 200 μL of luciferin (20 mg/mL) and anesthetized with isoflurane. The mice were then transferred to the imaging chamber of the *in vivo* imaging system (IVIS) spectrum to obtain the luminescent signals (Perkin Elmer Inc., MA, United States). The luminescent signals were measured and analyzed using Living Image 4.4 (Perkin Elmer Inc., MA, United States).

### *In vivo* Imaging System

The mice were injected intravenously with 200 μL of luciferin (20 mg/mL) at a dose of 200 mg/kg and then euthanized using CO_2_. The mouse lungs were surgically removed and placed in the IVIS chamber for IVIS imaging between 5 and 15 min after sacrifice. The bioluminescence images were acquired using the IVIS SpectrumCT and were analyzed using Living Image 4.4 (Perkin Elmer Inc., CA, United States).

### Hematoxylin and Eosin Staining

Samples were fixed in 4% paraformaldehyde for 1 h at room temperature and then embedded in paraffin. The 6-μm tissue sections were prepared using a microtome followed by deparaffinization with xylene. The tissue sections were slowly rehydrated by immersing them into decreasing concentrations of ethanol and then placing them in deionized water for the subsequent hematoxylin and eosin (H&E) staining. The tissue sections were then stained with hematoxylin solution (Merck, CA, United States) for 3 min followed by washing with water for 5 min. Finally, the tissue sections were stained with eosin (Merck, CA, United States) for 30 s followed by dehydration using increasing concentrations of ethanol. The sections were finally maintained in xylene. The tissue sections were mounted using Micromount (Leica, CA, United States) for 1 h at room temperature.

### Small RNA Transcriptome Analysis Through Next-Generation Sequencing

After the MDA-MB-231-IV2-1 cells were transfected with si-*LOC550643* and the scrambled control for 48 h, the total RNA was extracted from two samples by using TRIZOL reagent. The small RNA library was prepared using the NEBNext small RNA library prep kit (New England Biolabs). The library preparation process is described in details in our previous study (Tseng et al., 2017). Finally, the small RNA profiles of the MDA-MB-231-IV2-control and MDA-MB-231-IV2-LOC550643 knockdown were performed using the MiSeq V2 reagent kit (150 cycles; Illumina, San Diego, CA, United States). The sequencing data were analyzed using our own tool (Pan et al., 2014). All microarray raw data were deposited in the NCBI GEO, and they are all accessible (accession number: GSE175514).

### MicroRNA Expression Analysis and Clinical Impacts of TCGA Database

We downloaded small RNA expression data for breast cancer tissues from TCGA database. The expression profiles of 778 breast cancer tissue samples and 87 matched normal parts were fetched from TCGA portal. The clinical information of breast cancer patients was also downloaded. Small RNA and RNA sequencing were performed simultaneously for 757 breast cancer patients. The small RNA transcriptome profiles were subject to an OS analysis by using the Kaplan–Meier method.

### Stem-Loop Reverse Transcription PCR

The PCR process is described in detail in our previous study (Liu et al., 2018). The miR-125b-2-3p expression levels were normalized to those of U6 small RNA (ΔCt = target miR-125b-2-3p Ct-U6 Ct). The primers used are presented in Supplementary Table 1.

### Ectopic Expression of miRNAs

Breast cancer cells were transfected with 10 nM miRNA-125b-2-3p mimics or a scrambled control (GenDiscovery Biotechnology Inc., Taiwan) by using lipofectamine RNAiMAX reagent. After 24 h of transfection, the miR-125b-2-3p expression levels were confirmed using stem-loop reverse transcription quantitative PCR.

### Candidate miRNA Targets and Luciferase Activity Assay

The putative miRNAs targeting LOC550643 (Genebanl ID: MH892397) were predicted using TargetScan. In this study, 189 miRNAs were predicted to bind to LOC550643. The full lengths of LOC550643-wt (Genebanl ID: MH892397) and LOC550643-mut (mutated miR-125b-2-3p binding site) were synthesized using Invitrogen (Invitrogen, Waltham, MA, United States). 

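In the GENCODE 29 annotation of GRCh38, LOC550643 is the gene NBDY (LINC01420 among its RefSeq synonyms), on the plus strand of chromosome X from 56729241 to 56818380, with the type protein-coding. Isoform V1 of Supplementary Table 4 (718 nt) is identical to the first 718 bases of transcript NBDY-201, whose exon 1 spans 56729259 to 56729589, exon 2 spans 56732063 to 56732199 and exon 3 spans 56817320 to 56818380. Isoform V2 (581 nt) equals V1 without the 137 nt of exon 2. Isoform V3 (476 nt) equals the end of V1 and starts at base 243. The annotated coding sequence lies in exon 1, from 56729354 to 56729557, and its open reading frame of 68 codons starts at base 96 of V1 and V2.
The mature miR-125b-2-3p (UCACAAGUCAGGCUCUUGGGAC) lies on chromosome 21 from 16590290 to 16590311, in the hairpin MIR125B2 (16590237 to 16590325, plus strand), inside an intron of the long non-coding host gene MIR99AHG. The reverse complement of its bases 2 to 7, CTTGTG, occurs once in V1 and once in V2, at bases 109 to 114 of both, and nowhere in V3. The V1 sequence with 20 nt on each side of it is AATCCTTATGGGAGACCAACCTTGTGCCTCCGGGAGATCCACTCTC. On the genome the 6-base match is at 56729367 to 56729372 of chromosome X, in exon 1 and inside the annotated coding sequence. No isoform holds a 7-base seed match for miR-125b-2-3p.

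**Figure D1:**
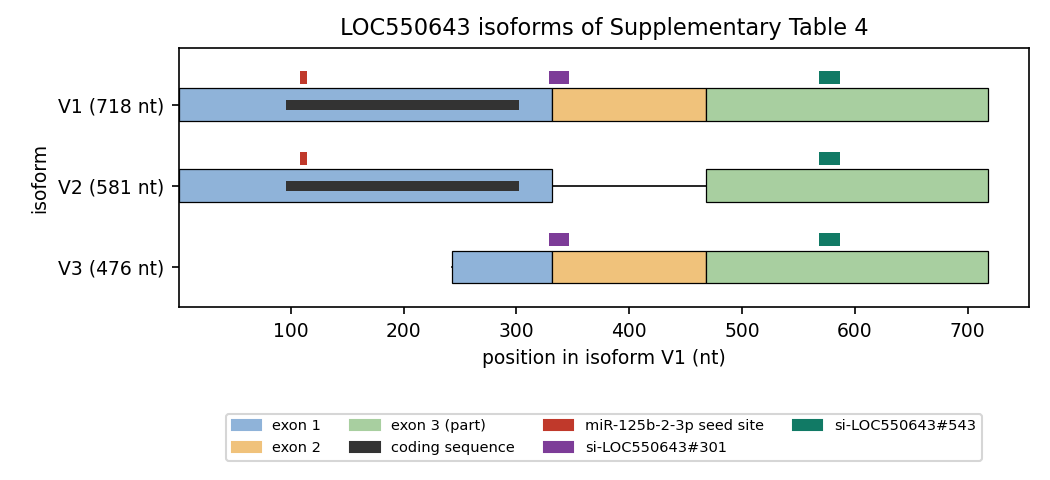
Map of the 3 LOC550643 isoforms, drawn to scale along V1 (horizontal axis, nt), with exons in blue, orange and green, the annotated coding sequence in black, and the 6-base miR-125b-2-3p seed match and the matches of both siRNAs as small boxes. The seed match lies at bases 109 to 114 in V1 and V2 and is outside V3, which starts at base 243.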

The fragments were cloned into the pMIR-REPORT vector. During synthesis, a *Spe*I cutting site was added at the 5′ end, and *Hin*dIII was added at the 3′ end of the LOC550643-wt and LOC550643-mut fragments, which were then cloned into the pMIR-REPORT vector. Subsequently, the pMIR–LOC550643-wt or pMIR–LOC550643-mut vectors were cotransfected separately with miR-125b-2-3p mimics or scrambled controls into breast cancer cells by using lipofectamine RNAiMAX reagent. 24 h post transfection, cells were harvested with lysis buffer and luciferase activity was measured by using the Dual-Glo Luciferase Reporter Assay System (Promega Corporation, Madison, WI, United States).

### Statistical Analysis

The clinical impacts of *LOC550643* on breast cancer were evaluated using Fisher’s test and a chi-squared test. *LOC550643* expression levels were tested in triplicate for clinical samples, cell growth, invasion ability, colony formation, cell cycle, and reporter experiments. The histograms present the mean values, and the error bars indicate the standard deviation. The *in vitro* and animal experiment data were analyzed using Student *t*-tests. OS was determine using the log-rank test or the Kaplan–Meier method. A *p*-value of < 0.05 was considered significant for the experiments.

## Results

### Identification of Metastasis-Related lncRNA Candidates in TNBC

To explore the role of lncRNAs in breast cancer metastasis, we first generated expression profiles of human lncRNAs in MDA-MB-231-P and MDA-MB-231-IV2-1 cells by using a microarray approach (Agilent SurePrint G3 Human V2 GE; 34092 protein-coding genes and 8715 lncRNAs). The highly metastatic MDA-MB-231-IV2-1 cells were isolated using an *in vivo* mouse model; therefore, the MDA-MB-231-IV2-1 cells exhibited higher metastatic ability than did the MDA-MB-231-P cells (Chan et al., 2014). After the microarray profiling process, several protein-coding genes with differential expression were identified between the MDA-MB-231-P and MDA-MB-231-IV2-1 cells (2926 upregulated genes and 2989 downregulated genes; fold change > 2 and < 0.5, *p* < 0.01; Supplementary Figures 1A,B). These raw microarray data were uploaded to the NCBI GEO database and are freely available (accession number: GSE175513). Through pathway enrichment analysis, we observed that these differentially expressed genes were significantly involved in cell migration and motility signaling pathways (Supplementary Figure 1C). We also identified several differentially expressed lncRNA candidates between the MDA-MB-231-P and IV2-1 cells (213 upregulated lncRNAs and 301 downregulated lncRNAs; fold change: >2 and <0.5, respectively, *p* < 0.01; Figure 1A). We further examined the expression levels of these lncRNA candidates (514 differentially expressed lncRNAs) in breast cancer cells by using TCGA database. A total of 52 lncRNA candidates had significant differential expression in breast cancer cells when compared with adjacent normal cells (Figure 1B). Among them, we first randomly selected 6 lncRNA candidates to confirm their expression levels by using real-time PCR with MDA-MB-231-P, MDA-MB-231-IV2-1, and MDA-MB-231-IV2-2 cells. Similar to the MDA-MB-231-IV2-1 cells, the MDA-MB-231-IV2-2 cells were derived from MDA-MB-231-P cells by using an *in vivo* mouse model (Chan et al., 2014). Our data revealed that the expression levels of LOC550643 and PVT1 were significantly upregulated in MDA-MB-231-IV2-1 and MDA-MB-231-IV2-2 cells (Figure 2A), whereas the expression levels of *LOC652276* were significantly increased in MDA-MB-231-IV2-1 cells but not in MDA-MB-231-IV2-2 cells when compared with MDA-MB-231-P cells. In addition, the expression levels of *PRL23AP53* and *GATS* were significantly lower in the MD-MB-231-IV2-1 and MDA-MB-231-IV2-2 cells, but those of *FAM66D* were significantly lower only in MD-MB-231-IV2-2 cells (Figure 2B).

**FIGURE 1:**
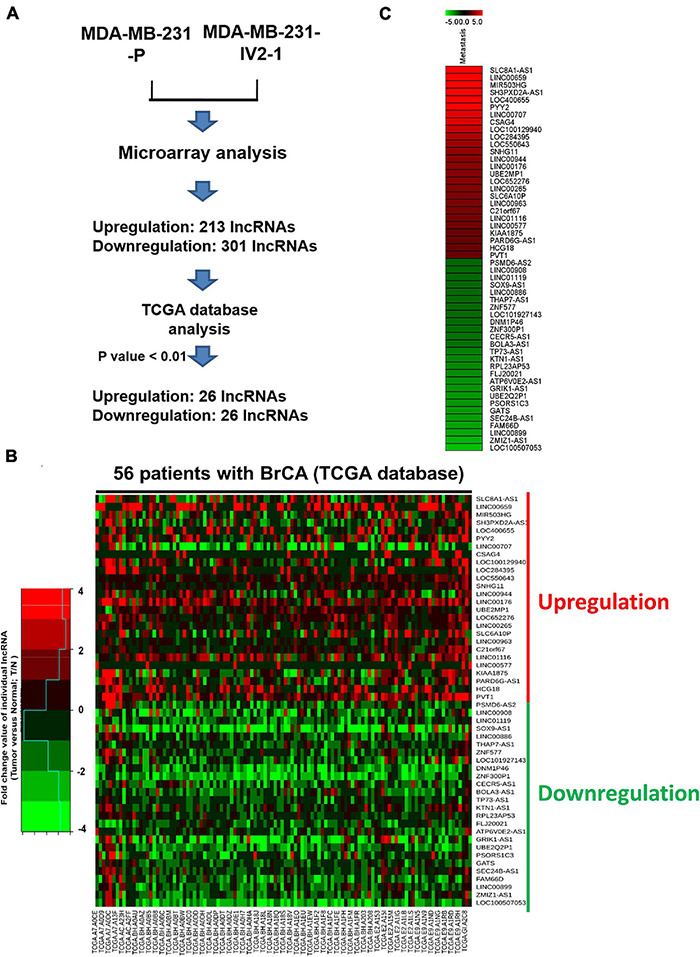
Comparison of MDA-MB-231-P and MDA-MB-231-IV2-1 lncRNA profiles. **(A)** Flowchart for the microarray approach to screening lncRNA candidates and the use of TCGA database to examine their expression levels. **(B)** The 56 expression profiles of normal/tumor tissue pairs from patients with breast cancer obtained from TCGA database. The fold change values of the individual lncRNAs were calculated using the lncRNA expression levels of tumor cells compared with non-tumor cells. A heatmap of the differential expression of the 52 lncRNA candidates in 56 patients with breast cancer is presented. **(C)** Heatmap of selected putative metastasis-associated lncRNAs in MDA-MB-231-P cells compared with MDA-MB-IV2-1 cells.

**FIGURE 2:**
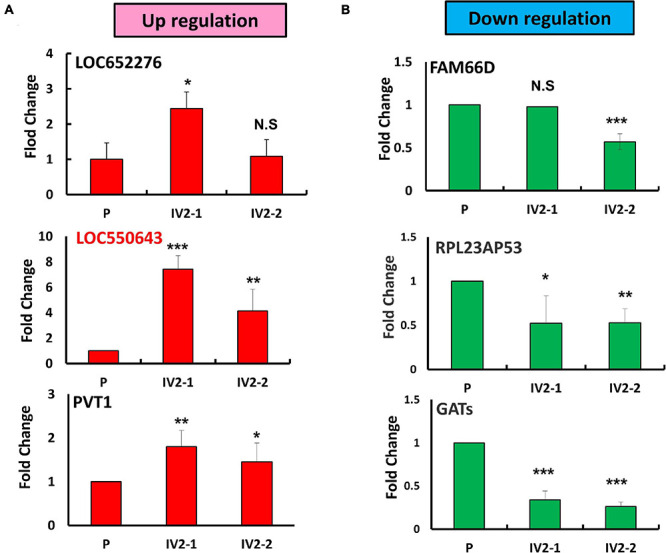
Identification of metastasis-related lncRNA candidates in MDA-MB-231-IV2 cells. **(A)** Expression levels of the three putative oncogenic lncRNA candidates examined in the parental MDA-MB-231, MDA-MB-231-IV2-1, and MDA-MB-231-IV2-2 cells. **(B)** Expression levels of the three tumor-suppressive lncRNA candidates examined in the parental MDA-MB-231-P, MDA-MB-231-IV2-1, and MDA-MB-231-IV2-2 cells. All experiments were carried out in triplicate. Using Student’s *t*-test to analyze our data and *p* < 0.05 was considered significant (*p < 0.05, **p < 0.01, and ***p < 0.001).

### Correlation of *LOC550643* Expression With Poor Prognosis in Breast Cancer Patients

We next investigated the clinical impacts of the 52 metastasis-associated lncRNAs by analyzing TCGA data. Among them, a novel lncRNA, *LOC550643*, was correlated with a survival curve in patients with breast cancer (Supplementary Figure 2). As presented in Figures 3A,B, the expression levels of *LOC550643* were significantly upregulated in breast cancer tissue when compared with adjacent normal tissues. Moreover, high LOC550643 expression levels were associated with pathological stages (*p* = 0.009) and weakly associated with pN stage (*p* = 0.053) (Table 1). The Kaplan–Meier analysis revealed that high *LOC550643* expression levels were significantly correlated with a poor OS curve (effect of *LOC550643* on OS: *p* = 0.003, Table 2 and Figure 3C). A multivariate Cox regression model indicated a significant association between high *LOC550643* expression levels and poor OS (*LOC550643*: adjusted hazard ratio, 2.00; 95% CI, 1.24–3.23; *p* = 0.004; Table 2). Stratified by molecular subtypes, the Kaplan–Meier survival analysis indicated that when compared with non-TNBC patients, high *LOC550643* expression was significantly associated with poor OS in patients with TNBC (Figures 3D,E). Therefore, we surmised that *LOC550643* might participate in the cellular machinery responsible for regulating growth and metastasis of breast cancer.

**FIGURE 3:**
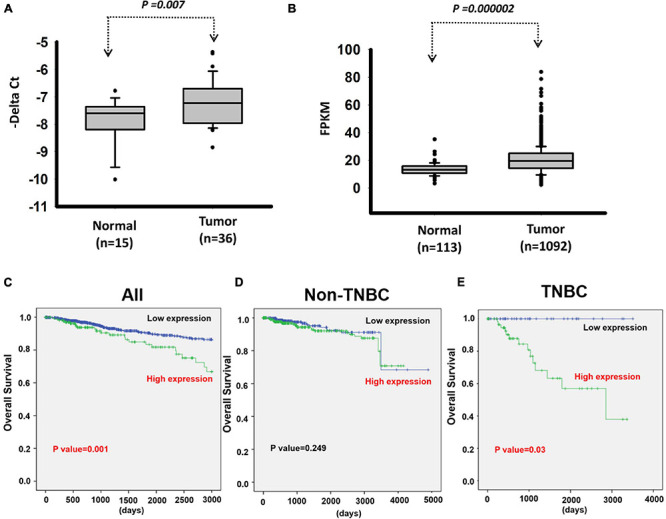
Analysis of *LOC550643* expression levels in breast cancer tissues. **(A)** Expression levels of *LOC550643* in breast cancer tissues and corresponding adjacent normal tissues (real-time PCR). **(B)** Expression levels of *LOC550643* in human breast cancer tissues versus normal tissues (TCGA database). **(C–E)** Impacts of *LOC550643* expression on the OS of TNBC patients versus non-TNBC patients.

**TABLE 1:** The relationship between expression levels of *LOC550643* and clinicopathologic data of BC patients.

	**Expression level of *LOC550643* (*n* = 1073)**		
**Variables**	**Low expression**	**Highly expression**	***P*-value**
		
	**Number (%)**	**Number (%)**	
AJCC pathological stage			
I	243 (89.0)	30 (11.0)	0.009^*b*^
II	451 (81.3)	104 (18.7)	
III	191 (84.9)	34 (15.1)	
IV	14 (70.0)	6 (30.0)	
pT stage			
T1	308 (86.5)	48 (13.5)	0.267^*b*^
T2	463 (82.5)	98 (17.5)	
T3	105 (83.3)	21 (16.7)	
T4	23 (76.7)	7 (23.3)	
pN stage (*n* = 1067)			
N0	494 (85.3)	85 (14.7)	0.053^*a*^
N1	246 (79.4)	64 (20.6)	
N2	92 (85.2)	16 (14.8)	
N3	63 (90.0)	7 (10.0)	
pM stage			
M0	885 (84.0)	168 (16.0)	0.118^*b*^
M1	14 (70.0)	6 (30.0)	

*^a^p-value is estimated by chi-square test.*

*^b^p-value is estimated by Fisher’s test.*

**TABLE 2:** Univariate and multivariate Cox’s regression analysis of *LOC550643* and expression for overall survival of 1070 patients with breast cancer.

		**OS**		
**Characteristic**	**No. (%)**	**CHR (95% CI)**	***P*-value**	**AHR (95% CI)**	***P*-value**
*LOC550643*	(*n*=)				
Low	896 (83.7)	1.00		1.00	
High	174 (16.3)	2.15 (1.34–3.46)	0.003	2.00 (1.24–3.23)	0.004

*Abbreviation: OS, overall survival; CHR, crude hazard ratio; AHR, adjusted hazard ratio.*

*AHR were adjusted for AJCC pathological stage (II, III, and IV VS. I).*

### Identification of the Full Length *LOC550643* in Breast Cancer Cells

According to the University of Santa Cruz (UCSC) database, LOC550643 comprises three exons (Supplementary Figure 3A). However, the real length of the LOC550643 sequence is unclear; therefore, we identified their full lengths by performing 5’ and 3’ RACE. The RACE results revealed three *LOC550643* transcripts of varying lengths (V1: 718 bp; V2: 581 bp; and V3: 476 bp) (Supplementary Figure 3B and Supplementary Table 4). Details on the gene structures of the three *LOC550643* isoforms are presented in Supplementary Figures 3C,D. Despite the aforementioned discovery, the detailed roles of *LOC550643* and its isoforms in breast cancer metastasis are unclear. We also examined *LOC550643* expression among breast cancer cell lines with different molecular subtypes and invasive capabilities (Supplementary Figure 4A). To address the function of *LOC550643* in breast cancer cells, we designed two siRNAs targeting *LOC550643* with sequences complementary to the second and third exons, respectively (Supplementary Figure 4B). After siRNA transfection, the knockdown efficiency of *LOC550643* in the MDA-MB-231-IV2-1 cells was confirmed using real-time PCR. The endogenous expression levels of *LOC550643* in scramble siRNA-transfected cells (N.C) were similar to that of in the mock control group (Supplementary Figure 4C). However, the *LOC550643* mRNA levels in the MDA-MB-231-IV2-1 cells markedly decreased after si-*LOC550643*#301 or si-*LOC550643*#543 transfection (Supplementary Figure 4C).

### Suppression of Breast Cancer Cell Growth Through the Impairment of Cell Cycle Progression by *LOC550643* Knockdown

As shown above, high *LOC550643* expression was correlated with poor OS in breast cancer patients, particularly in those with TNBC (Figure 3E). Furthermore, we pooled two siRNAs (siRNA#301 and siRNA#543), which could reduce the overall concentration and prevent off-target effects for examining the biological function of *LOC550643* in TNBC cell lines. After transfection with the pooled siRNAs, *LOC550643* expression levels were obviously reduced in MDA-MB-231-IV2-1, BT549, and Hs578T cells (Figures 4A–C). Our data indicated that *LOC550643* knockdown significantly suppressed colony formation capability in the three breast cancer cell lines (Figures 4D–I). Furthermore, *LOC550643* knockdown also slightly inhibited the proliferation of breast cancer cells (Figures 4J–L). These results implied that *LOC550643* might be involved in breast cancer cell growth. To more thoroughly understand the detail mechanism of the involvement of *LOC550643* in breast cancer cell growth, we investigated the effects of *LOC550643* on cell cycle by using an image flow cytometry assay. Our data revealed a significantly increase in the S phase (13% increase, *p* < 0.001) accompanied by a 17% decrease (*p* < 0.001) of MDA-MB-231-IV2-1 G1-phase cells upon *LOC550643* knockdown (Figures 5A,B). We further checked cell cycle progression over time following release from a double thymidine block. As shown in Figure 5C, most control cells entered the G2/M phase from the late G1/early S phase 8 h after release, whereas the *LOC550643* knockdown cells were blocked in the S phase and delayed entry into the G2/M phase. We also examined the cell cycle–related genes and observed that *LOC550643* knockdown resulted in lower Cyclin B1, Cyclin A2, and CDK2 protein levels in MDA-MB-231-IV2-1 cells and increased P21 and P27 protein levels in MDA-MB-231-IV2-1 cells (Figures 5D,E). These data indicate that *LOC550643* knockdown could suppress cell growth by promoting cell cycle S phase arrest.

**FIGURE 4:**
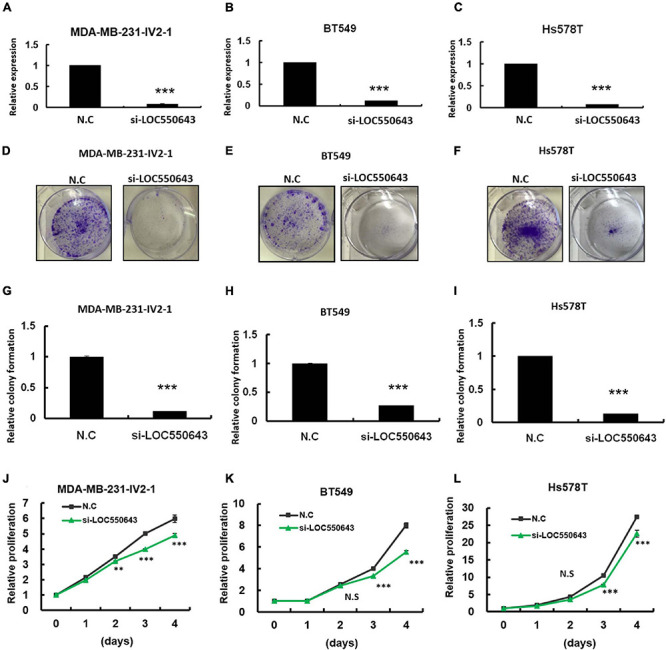
Examination of *LOC550643* cellular function in breast cancer cell lines. The siRNAs (N.C, si-*LOC550643*-pool) were individually transfected into breast cancer cells (MDA-MB-231-IV2-1, BT549, and Hs578T) followed by cellular function examination. **(A–C)** Relative expression of *LOC550643* in three breast cancer cell lines after siRNA transfection (real-time PCR). **(D–F)** Colony formation assay performed for MDA-MB-231-IV2-1, BT549, and Hs578T cells after transfection with si-*LOC550643* or a scramble control. The cells were fixed and stained with crystal violet solution. **(G–I)** Relative colony formation ability quantified using a 595-nm optical density. **(J–L)** Cell proliferation measured using the CellTiter-Glo assay at various time points following *LOC5506431* knockdown (0, 1, 3, and 4 days) as compared with the scramble control. All experiments were carried out in triplicate. Using Student’s *t*-test to analyze our data and *p* < 0.05 was considered significant (*p < 0.05, **p < 0.01, and ***p < 0.001).

**FIGURE 5:**
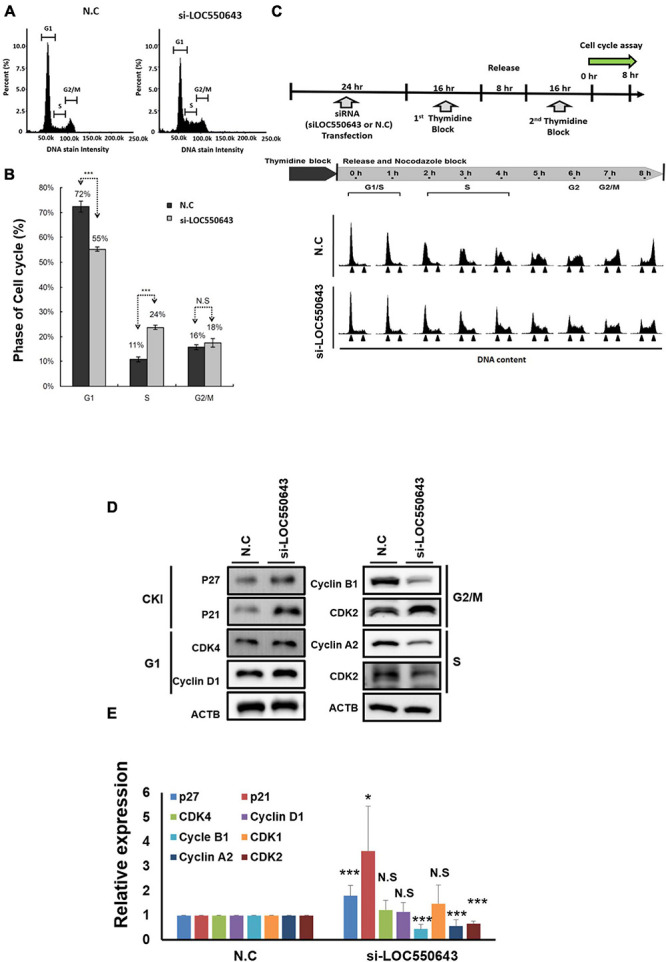
Suppression of breast cancer cell growth through the induction of cell cycle arrest at the S phase following *LOC550643* depletion. **(A)** Cell cycle of MDA-MB-231-IV2-1 cells after 48 h of *LOC550643* knockdown. **(B)** Experiments were performed in triplicate and data were quantified and analyzed using Student’s *t*-test. **(C)** Cell cycle of MDA-MB-231-IV2-1 cells synchronized using a double thymidine block and released into nocodazole medium for the indicated times. At each time point, the cells were subjected to cell cycle analysis. **(D)** Expression levels of cell cycle–related genes examined using Western blotting assays following 48 h of siRNA transfection. **(E)** Western blotting assays were done in triplicate, then all experiment data were further quantified. Using Student’s *t*-test to analyze our data and *p* < 0.05 was considered significant (*p < 0.05, **p < 0.01, and ***p < 0.001).

### Suppression of Breast Cancer Cell Lung Metastasis Potential Through *LOC550643* Depletion

Furthermore, *LOC550643* knockdown also suppressed breast cancer cell invasion ability in three TNBC cell lines, namely MDA-MB-231-IV2-1 (Figure 6A), BT549 (Figure 6B), and Hs578T (Figure 6C). To validate our *in vitro* findings, we employed a mouse model to determine whether *LOC550643* would affect the lung metastasis potential of the MDA-MB-231-IV2-1 cells. One million *LOC550643*-depleted MDA-MB-231-IV2-1 cells labeled with luciferase and the control MDA-MB-231-IV2-1 cells labeled with luciferase were, separately, intravenously injected into SCID mice. Three weeks after injection, the mice were sacrificed, and lung metastasis were examined using IVIS imaging. The lungs of mice injected with *LOC550643*-depleted MDA-MB-231-IV2-1 cells displayed reduced luminescence signals when compared with the control group (Figures 7A,B). After IVIS imaging, the mouse lungs were fixed with 3.5% formaldehyde and embedded with paraffin to form tissue blocks. H&E staining of lung sections confirmed that the *LOC550643*-depleted MDA-MB-231-IV2-1 cells formed smaller metastases than did the control cells (Figures 7C,D). Taken together, the results revealed that *LOC550643* knockdown could suppress breast cancer cell metastasis.

**FIGURE 6:**
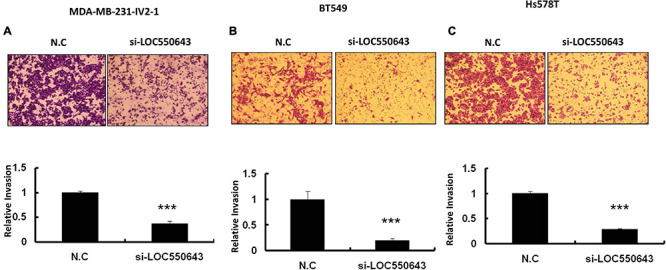
Significant suppression of breast cancer cell invasion ability through *LOC550643* knockdown. **(A–C)** Invasion assay conducted with MDA-MB-231-IV2-1, BT549, and Hs578T with and without *LOC550643* knockdown. The representative images of invading cells stained with crystal violet solution (upper panels). Three different fields were subjected to count numbers of invading cells. The related invasion capability was evaluated using the number of invading cells of *LOC550643* knockdown as compared with the control (means ± SD) (lower panels). All experiments were carried out in triplicate. Using Student’s *t*-test to analyze our data and *p* < 0.05 was considered significant (*p < 0.05, **p < 0.01, and ***p < 0.001).

**FIGURE 7:**
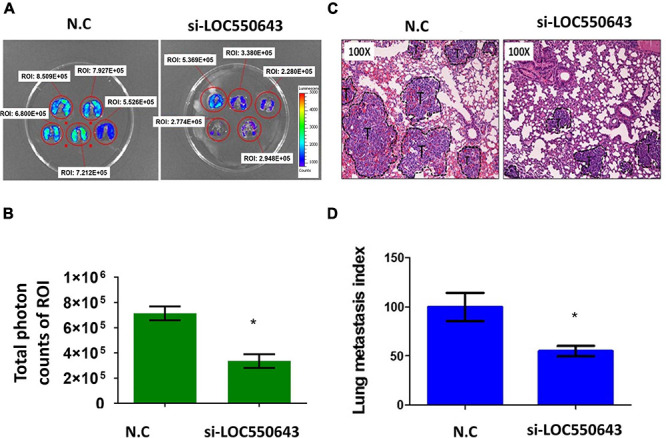
Suppression of the lung metastasis potential of MDA-MB-231-IV2-1 cells through *LOC550643* depletion. **(A)** Lung metastatic ability of si-*LOC550643* and N.C control MDA-MB-231-IV2-1 cells examined using the SCID mice model through intravenous injection. Ten SCID mice were used (five as controls and five with *LOC550643* knockdown). Three weeks after injection, lung metastasis status was assessed using IVIS. **(B)** ROI intensity calculated and analyzed using Student’s *t*-test. **(C)** Metastatic lungs examined using H&E staining. **(D)** Lung metastasis index assessed using Student’s *t*-test. *p < 0.05.

### Direct Interaction of *LOC550643* With miR-125b-2-3p to Suppress Breast Cancer Cell Growth and Motility

To further explore the mechanism of how *LOC550643* modulates breast cancer cell growth and motility, we performed miRNA transcriptome analysis using breast cancer cells with and without *LOC550643* knockdown. 

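Small RNA was sequenced from MDA-MB-231-IV2-1 cells, the highly metastatic subline of the human triple-negative breast cancer cell line MDA-MB-231, in 2 libraries. The first came from cells transfected with the scrambled control (N.C) and the second from cells transfected with the pooled LOC550643 siRNAs, each 48 h after transfection with siRNA at 10 nmol/L. With 1 library per condition, a difference between the libraries has no replicate check, and no p-value was computed. The authors assigned the reads to mature miRNAs with their own tool and deposited them as reads-per-million values (RPM), and the values sum to 999996 in the control library and 999845 in the knockdown library. LOC550643 itself is not among the mature miRNAs, and its level in these 2 samples was not analysed here. The control library lists 376 miRNAs and the knockdown library 375, of which 326 are in both and 425 in either. The low values of each library lie on a ladder whose step is worth 1 read, 5.29 RPM in the control library and 2.03 RPM in the knockdown library, which places the reads on miRNAs at about 189034 and 491617. Of the values up to 20 reads, 92.9% of 253 in the control library and 91.5% of 224 in the knockdown library were whole numbers of reads, and the remainder lay at fractions of a read. Because this share left some values without a whole count, the Fisher exact test of each miRNA was not run. Estimated reads were still used for counting intervals and for draws of counting noise. The 3-read floor was 15.9 RPM in the control library and 6.10 RPM in the knockdown library, and 170 miRNAs of the control library (45.2%) and 104 of the knockdown library (27.7%) were at or under it. The 5 most abundant miRNAs held 70.0% of the control RPM and 69.3% of the knockdown RPM. The values of each library were rescaled to the same total, a miRNA missing from a library was set to 0, and fold changes were taken as knockdown over control on the log2(RPM + 1) scale, which understates the change of miRNAs at low values. Intervals given for single miRNAs are 95% Clopper-Pearson intervals of the reads and cover counting error only.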

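Of the 425 miRNAs listed in either MDA-MB-231-IV2-1 library, 76 were more than 2-fold higher and 116 more than 2-fold lower in the LOC550643 knockdown library than in the control library. The paper's text does not name a threshold for the miRNAs, so the 2-fold threshold it gives for the lncRNA microarray was used. At a 1.5-fold threshold the counts were 95 higher and 150 lower, and without any threshold 180 miRNAs were higher and 245 lower. The scaling by the median of ratios balances the 2 directions by construction and gave 212 and 213. Among the 124 miRNAs with a mean of at least 100 RPM, 3 were more than 2-fold higher and 7 more than 2-fold lower. Most of the differences rested on few reads. Among the 76 higher miRNAs, 36 had at most 3 reads in both libraries, another 33 had at most 3 reads in the control library, and 7 exceeded 3 reads in both. Among the 116 lower miRNAs, 89 had at most 3 reads in both libraries, 5 had at most 3 reads in the knockdown library only, and 22 exceeded 3 reads in both. When a value at or under 3 reads was replaced by the 3-read floor of its library, and miRNAs with at most 3 reads in both libraries were left out, 11 miRNAs were more than 2-fold higher and 29 more than 2-fold lower. These 2 counts used plain RPM ratios without the pseudocount, so the 29 are not all among the 116. For example, miR-365a-3p went from 21.2 to 10.2 RPM, with a log2 fold change of -0.99 in the main setting. The median log2 fold change of the 425 miRNAs was -0.20, and the scaling by the median of ratios in place of the library total raised every log2 fold change by up to 0.20.
The largest rises among miRNAs with a mean of at least 100 RPM were those of miR-27a-5p, from 1280 to 3568 RPM (log2 fold change 1.48), miR-34c-5p, from 1143 to 3057 RPM (1.42), and miR-381-3p, from 84.6 to 193 RPM (1.18). The largest falls were those of miR-363-3p, from 280 to 14.2 RPM (-4.21), miR-197-3p, from 259 to 69.2 RPM (-1.89), and miR-20a-5p, from 206 to 67.1 RPM (-1.61). For each of these 6 miRNAs the intervals of the 2 libraries did not overlap. The 5 most abundant miRNAs of the control library moved less. The value of miR-148a-3p went from 195101 to 243955 RPM (log2 fold change 0.32), and that of miR-100-5p from 176487 to 123748 RPM (-0.51). For miR-21-5p, let-7i-5p and miR-30a-5p the log2 fold changes were -0.0018, -0.03 and -0.02, and the sign of these 3 changed with the scaling by the median of ratios.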

The transcriptome data analysis revealed 181 downregulated and 104 upregulated miRNAs in MDA-MB-231-IV2-1 cells upon *LOC550643* knockdown (Figure 8A). In addition, target prediction tools identified 189 miRNAs directly bound to *LOC550643* sequences (Figure 8A). Relevant studies have revealed that the target-directed miRNA degradation mechanism (TDMD) could modulate miRNA stability by binding target genes. Furthermore, the transcripts of target genes with highly complementary miRNA-binding sites could induce miRNA degradation (Bitetti et al., 2018; Ghini et al., 2018). In accordance with TDMD theory, we suggest that *LOC550643* knockdown could increase abundance of target miRNA candidates by reducing *LOC550643*–miRNA interactions in MDA-MB-231-IV2-1 cells. We identified 5 miRNAs, namely miR-29b-5p, miR-34b-3p, miR-125b-2-3p, miR-629-3p, and miR-6515-5p, that could be sponged by *LOC550643*. 

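The 5 miRNAs had low values in both small RNA libraries. The most abundant, miR-125b-2-3p, is 22 nt long and is listed at 68.8 RPM in the control library (13 reads, 95% interval 36.6 to 118 RPM) and at 69.2 RPM in the knockdown library (34 reads, 47.9 to 96.6 RPM). Its log2 fold change was 0.01, with an interval of -0.95 to 1.05, so that no difference was detectable at this depth. Under the scaling by the median of ratios its log2 fold change was 0.20. The value of miR-34b-3p was 26.4 RPM in the control library (5 reads, 8.59 to 61.7 RPM) and 38.6 RPM in the knockdown library (19 reads, 23.3 to 60.4 RPM), a log2 fold change of 0.53 that was also within the intervals. The product written miR-29b-5p corresponds to miR-29b-1-5p in the tables, with 1 read in the control library (5.29 RPM) and 4 reads in the knockdown library (8.14 RPM). As 8.14 RPM is under the 3-read floor of the control library, a rise of miR-29b-1-5p was not detectable. For miR-629-3p there was no read in the control library and 1 read in the knockdown library (2.03 RPM), and for miR-6515-5p no read and 3 reads (6.1 RPM). Both were at or under the floor of 3 reads in each library, and no fold change is given for them.
All 5 miRNAs had the higher value in the knockdown library. At the 2-fold threshold, miR-629-3p and miR-6515-5p were counted as higher, and the other 3 were not. The other products of the miR-125 hairpins did not move together. The value of miR-125b-5p went from 1740 to 1528 RPM (log2 fold change -0.19, a sign that turned under the scaling by the median of ratios), that of miR-125b-1-3p from 746 to 1212 RPM (0.70, interval 0.43 to 0.98) and that of miR-125a-5p from 481 to 492 RPM (0.03, interval -0.32 to 0.40). With 1 read in the control library and 17 in the knockdown library (34.6 RPM), miR-125a-3p was at least 2.18-fold higher when its control value was set to the 3-read floor, but the interval of its log2 fold change, 0.03 to 8.09, starts close to 0 and the RPM intervals of the libraries overlapped. The paper reasons that target transcripts with highly complementary binding sites could induce degradation of the miRNA. It proposes that LOC550643 knockdown could raise candidate target miRNAs by reducing LOC550643–miRNA interactions. From the TargetScan predictions and the small RNA profiles, it names the 5 miRNAs as ones that LOC550643 could sponge.

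**Figure D2:**
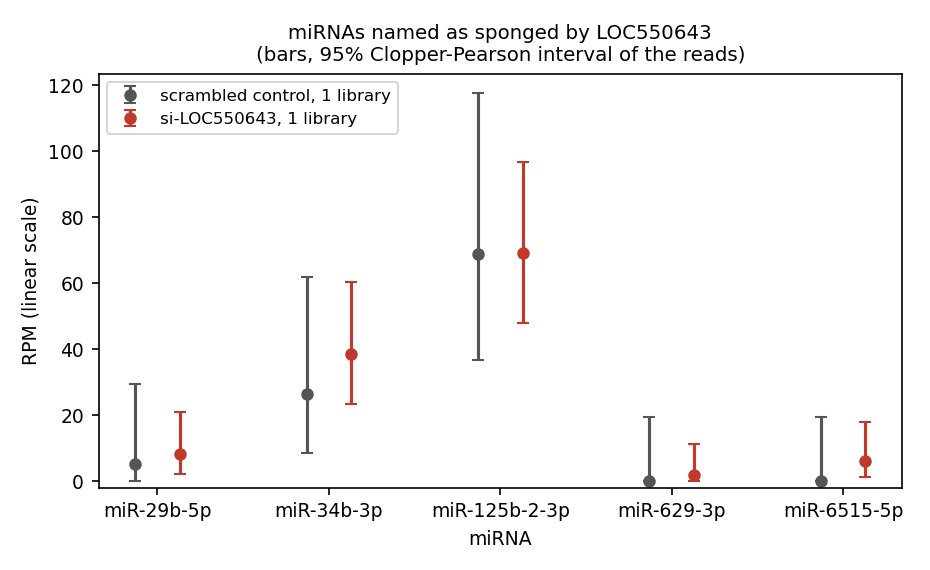
Values of the 5 miRNAs in RPM (vertical axis, linear) in the control library (grey) and the LOC550643 knockdown library (red), with 1 library per condition. Points are the deposited values and bars are 95% Clopper-Pearson intervals of the reads; the intervals of the 2 libraries overlap for each miRNA, and the points of miR-125b-2-3p lie at 68.8 and 69.2 RPM.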

We further analyzed the expression levels of miR-29b-5p, miR-34b-3p, miR-125b-2-3p, and miR-629-3p in breast cancer cells and observed that only miR-125b-2-3p was significantly lower in breast cancer tissues compared with the normal tissues (Supplementary Figure 5). Moreover, miR-125b-2-3p expression was greatly decreased in breast cancer cells upon *LOC550643* overexpression, whereas miR-125b-2-3p expression levels were significantly higher in *LOC550643*-depleted breast cancer cells (Figures 8B,C). Therefore, we examined whether miR-125b-2-3p would directly interact with *LOC550643*. To do so, the full length *LOC550643* was cloned immediately downstream of the luciferase reporter, and the luciferase activity was measured in the presence of miR-125b-2-3p or a scramble sequence. As presented in Figure 8E, luciferase reporter assay revealed that the luciferase activity levels of 293T cells cotransfected with miR-125b-2-3p mimics and the luciferase reporter plasmid were significantly lower than those of cells cotransfected with the control miRNA mimics. The miR-125b-2-3p mimics had no inhibitory effect on the luciferase activity of the reporter plasmid containing *LOC550643* with mutated miR-125b-2-3p binding sites (Figure 8F). On the basis of these findings, we concluded that *LOC550643* is a miRNA sponge for miR-125b-2-3p in breast cancer cells. Next, we examined the role of miR-125b-2-3p in breast cancer cells and observed that miR-125b-3p expression significantly suppressed cell proliferation, colony formation, and invasion ability (Figures 9A–D). Low miR-125b-2-3p expression is associated with poor survival in patients with breast cancer (Supplementary Figure 6A). Because *LOC550643* exerts its oncogenic function through miR-125b-2-3p sponging, we explored the impact of *LOC550643*–miR-125b-2-3p axis activity in breast cancer cells. Patients were classified into three groups according to LOC550643 and miR-125b-2-3p expression. The first group comprised patients with low *LOC550643* and high miR-125b-2-3p expression, the second group comprised patients with both high or both low *LOC550643* and miR-125b-2-3p expression, and the third group comprised patients with high *LOC550643* and low miR-125b-2-3p expression. As presented in Supplementary Figure 6B, breast cancer patients with high *LOC550643* and low miR-125b-2-3p expression had the poorest survival rate among the three groups. Therefore, we conclude that *LOC550643* promotes breast cancer cell growth and metastasis through miR-125b-2-3p sponging.

**FIGURE 8:**
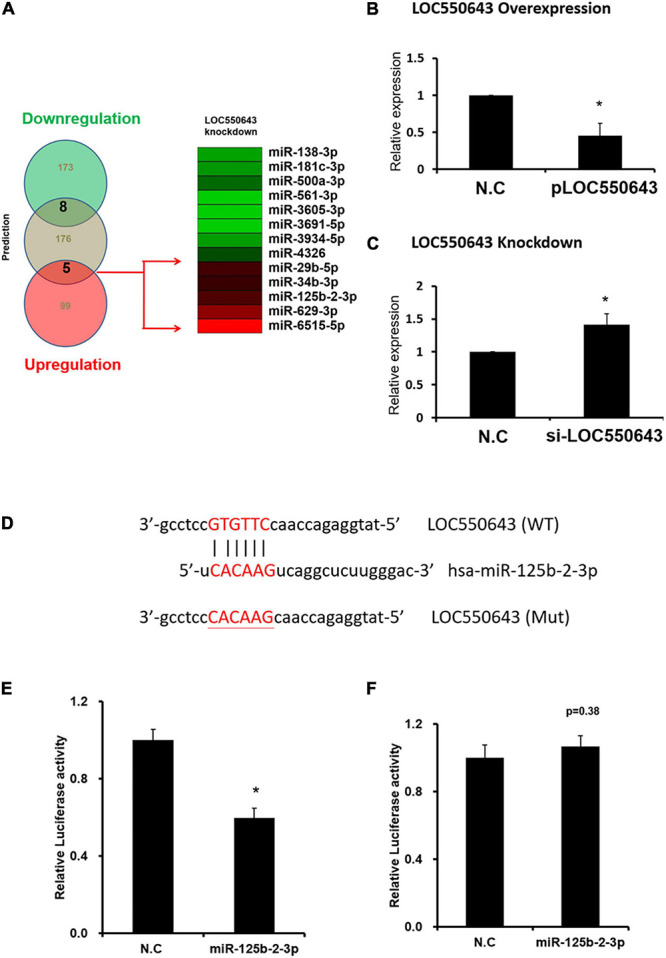
Regulation of miR-125b-2-3p expression through direct interaction with *LOC550643*. **(A)** Identification of *LOC550643*-sponged miRNA candidates through TargetScan and small RNA profiles. **(B)** Expression levels of miR-125b-2-3p examined in MDA-MB-231-P cells with ectopic *LOC550643* expression (real-time PCR). **(C)** Expression levels of miR-125b-2-3p assessed in MDA-MB-231-IV2-1 cells with si-*LOC550643* transfection by real-time PCR. **(D)** Schema of luciferase constructs. The miR-125b-2-3p targeting sequence in the *LOC550643* sequence is represented in the upper panel, and the mutated sequence of its binding region is in red. **(E,F)** Relative luciferase activity of pMIR-LOC550643-wt and pMIR-LOC550643-mut identified in breast cancer cells transfected with miR-125b-2-3p mimics and scramble control. All experiments were carried out in triplicate. Using Student’s *t*-test to analyze our data and *p* < 0.05 was considered significant (*p < 0.05, **p < 0.01, and ***p < 0.001).

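Besides the upregulated candidates, Figure 8A names 8 downregulated miRNAs among the predicted LOC550643 binders, and each of the 8 had the lower value in the knockdown library. The most abundant, miR-500a-3p, was at 235 RPM in the control library (interval 174 to 319 RPM) and at 138 RPM in the knockdown library (107 to 175 RPM), a log2 fold change of -0.76. Its control value amounts to 44.5 reads, not a whole number, and was taken as 45 reads for the interval. The log2 interval of miR-500a-3p, -1.35 to -0.21, is the only one among those of miR-500a-3p, miR-3934-5p and miR-4326, the 3 with more than 3 reads in both libraries, that excludes 0. For miR-4326 the values were 74.1 RPM (14 reads) and 50.9 RPM (25 reads), and for miR-3934-5p they were 37.0 RPM (7 reads) and 14.2 RPM (7 reads), with log2 fold changes of -0.53 and -1.32. The remaining 5 miRNAs had at most 3 reads in both libraries. The product written miR-138-3p, listed as miR-138-1-3p, had 2 reads in each library, and miR-181c-3p had 1 read in each, so that their lower RPM in the knockdown library came with the same number of reads. For miR-561-3p, miR-3605-3p and miR-3691-5p there was 1 read in the control library and none in the knockdown library. At the 2-fold threshold 6 of the 8 were counted as lower, the exceptions being miR-500a-3p and miR-4326. Over all 13 miRNAs named in the figure, 8 passed the 2-fold threshold in the direction shown there, and 7 of the 13 had at most 3 reads in both libraries.

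**Figure D3:**
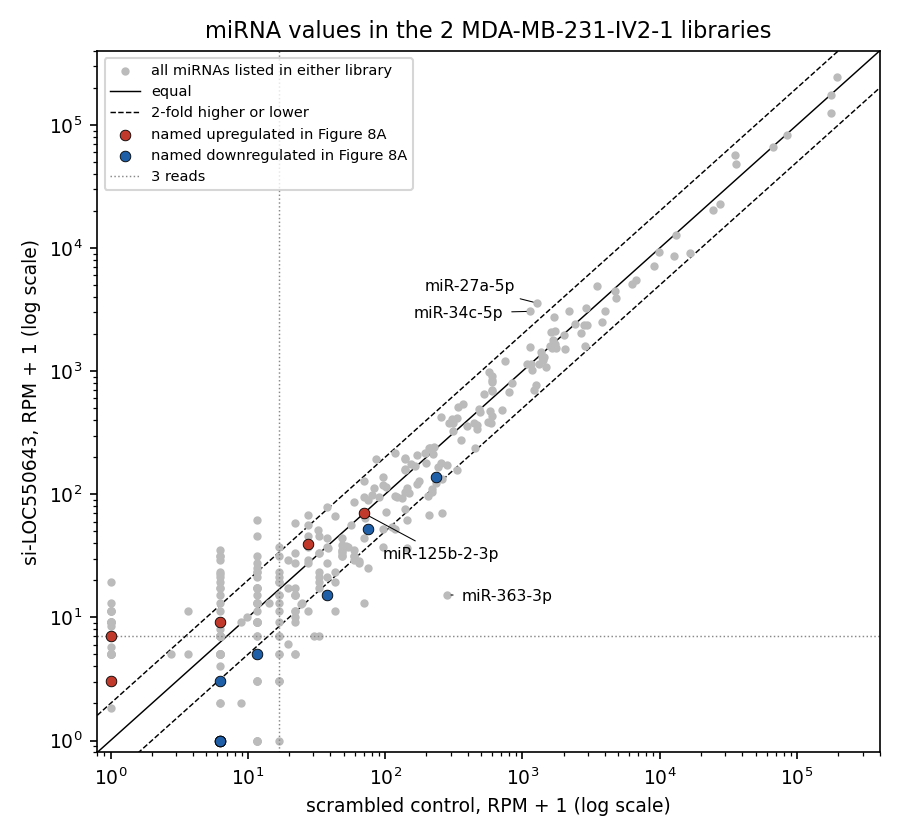
Each point is a miRNA, with its RPM + 1 in the control library on the horizontal axis and in the LOC550643 knockdown library on the vertical axis, both on log scales; the 13 miRNAs named in Figure 8A are in red (upregulated) and blue (downregulated), and points that share values overlap. The solid line marks equal values, dashed lines a 2-fold difference and dotted lines 3 reads; 7 of the 13 lie at or under the dotted lines of both libraries.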

**FIGURE 9:**
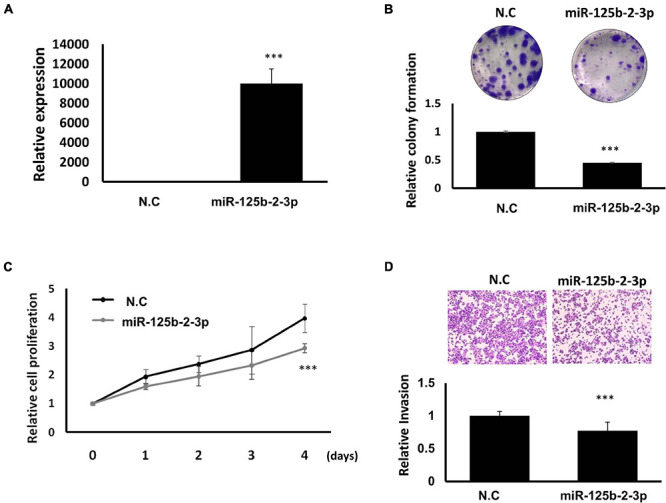
Suppression of breast cancer cell growth and motility through miR-125b-2-3p expression. **(A)** Expression levels of miR-125b-2-3p examined in MDA-MB-231-IV2-1 cells after miR-125b-2-3p mimics transfection (real-time PCR). **(B)** Colony formation ability examined and quantified in MDA-MB-231-IV2-1 cells with or without miR-125b-2-3p overexpression. **(C)** Cell proliferation of MDA-MB-231-IV2-1 cells assessed after miR-125b-2-3p transfection for various time periods. **(D)** Invasion capability assessed using the transwell assay in MDA-MB-231-IV2-1 cells transfected with miR-125b-2-3p and the scramble control. The cell images of a representative experiment are displayed. The values quantified using Ascent are in the graph. Data are reported as the numbers of invading cells relative to the controls (means ± SD). All experiments were carried out in triplicate. Using Student’s *t*-test to analyze our data and *p* < 0.05 was considered significant (*p < 0.05, **p < 0.01, and ***p < 0.001).

## Discussion

lncRNA is no longer considered “transcription noise,” and its abnormal expression was revealed to be meaningful to the onset and development of human malignancies (Schmitt and Chang, 2016). Thus, lncRNA has become one of the major topic in cancer research. A number of studies have recently indicated that numerous lncRNAs are associated with breast cancer progression, including *GAS5* (Mourtada-Maarabouni et al., 2009; Zheng et al., 2020), *H19* (Adriaenssens et al., 1998), *HOTAIR* (Rinn et al., 2007), *MALAT1* (Loi et al., 2007), *NEAT1* (Silva et al., 2011), *UCA1* (Wang et al., 2008), *XIST* (Benoît et al., 2007), and *BCAR4* (Peng et al., 2021). In our study, we performed transcriptome analysis of MDA-MB-231-P and MDA-MB-231-IV2-1 cells and identified several metastasis-associated lncRNAs in breast cancer cells. Herein, we report a novel functional lncRNA, *LOC550643*, which is highly expressed in patients with breast cancer. In addition, high *LOC550643* expression levels are significantly correlated with poor survival in breast cancer patients. *LOC550643* is located on chromosome X (p11.21), and three alternative isoforms can be generated in breast cancer cells. Relevant studies have indicated that a known lncRNA termed *XIST* (X inactive specific transcript), which is located in the X inactivation center, and its product are transcribed from the inactive X chromosome (Yang et al., 2017). *XIST* is one of the first known examples of lncRNA with a prominent role in regulating X chromosome inactivation. In mammals, the majority of genes are silenced in one of the X-chromosomes in each cell, accounting for a similar level of gene expression between the sexes (Dey et al., 2014). *XIST* is typically expressed by all female somatic cells but not in female breast, ovarian, or cervical cancer cell lines (Kawakami et al., 2004; Benoît et al., 2007). *XIST* also plays a crucial role in ovarian cancer (Ren et al., 2015), non–small cell lung cancer (Tantai et al., 2015), and glioblastoma (Yao et al., 2015).

Zhu et al. (2015) first discovered *LOC550643* as a novel non-coding RNA mapped to Xp11.21. They observed that *LOC550643* was a susceptibility locus for systemic lupus erythematosus (SLE) and that it played a critical role in X-linked genetic variants in the pathogenesis of SLE in Han Chinese populations (Zhu et al., 2015). In order to avoid abnormal overexpression of X-linked genes, epigenetic modification participates to X chromosome inactivation in female cells (Brooks and Renaudineau, 2015). Zhu et al. (2015) hypothesized that *LOC550643* may maintain the X inactivation that prevents X-inked gene overexpression through dosage compensation in women. However additional studies are needed to determine how this locus influences the etiology of SLE (Zhu et al., 2015). Yang et al. (2017) discovered that *LOC550643* was highly expressed in nasopharyngeal carcinoma (NPC) and greatly associated with distant metastasis in patients with NPC. The researchers also observed that male patients with NPC had a higher tendency to express *LOC550643* than did female patients with NPC. Yang et al. (2017) suggested that high expression levels of *LOC550643* may act as a crucial role in NPC progression and its expression levels may use as a potential prognostic biomarker in NPC patients. Zhai et al. (2020) reported that high *LOC550643* expression contributed to pancreatic cancer progression by enhancing *KRAS* expression. Furthermore, *LOC550643* knockdown could suppress pancreatic cancer cell growth and invasion capability through releasing miR-494-3p sponging. Relevant studies have also investigated the role of *LOC550643* in thyroid cancer, revealing significantly higher levels of *LOC550643* expression in thyroid cancer cells and that *LOC550643* knockdown inhibited cancer cell growth by impairing cell cycle progression (Luo et al., 2020). By contrast, Konina et al. (2019) reported an opposite role, in which *LOC550643* inhibited melanoma cell migration ability but did not influence cell growth. An increasing number of studies have revealed that *LOC550643* is frequently overexpressed in human cancer cells and plays an oncogenic role in modulating cancer growth and metastasis. However, *LOC550643* expression might also suppress tumors in different cancer types, such as melanoma.

Our data indicate that *LOC550643* knockdown could suppress breast cancer cell proliferation by inducing cell cycle arrest in the S phase. The S phase (synthesis phase) is the part of the cell cycle in which DNA is replicated. The central machines that promote cell cycle progression are cyclin-dependent kinases (CDKs). Cyclin-binding enables inactive CDKs to become active (Barnum and O’Connell, 2014). Two types of cyclin are crucial for mitosis in animal cells: cyclin A, which is known mainly for its role in the S phase, in which it has been implicated in DNA replication, and cyclin B (De Boer et al., 2008; Gavet and Pines, 2010). In eukaryotes, cyclin B/CDK1 is essential for both entry and progression through mitosis (Gavet and Pines, 2010). Cyclin A/CDK2 expression is elevated at the onset of the S phase, and further activation occurs early in the G2 phase to regulate G2 phase progression (De Boer et al., 2008). CDK2 is considered a key CDK in the control of DNA replication in the S phase, even though CDK1 can compensate if CDK2 is disabled (Santamaría et al., 2007). Our data indicate that *LOC550643* knockdown resulted in lower cyclin B1, cyclin A2, and CDK2 protein levels in MDA-MB-231-IV2-1 cells and inhibited cell growth via promoting cell cycle arrest at the S phase. In addition, the current study indicated that *LOC550643* can sponge miR-125b-2-3p through direct interaction in breast cancer cells. Through a bioinformatics analysis, Shi et al. (2018) suggested that cyclin A2 is a potential target of miR-125b-2-3p. However, few studies have reported that miR-125b-2-3p contributes to cancer progression. Murray et al. (2014) revealed that serum levels of miR-125a-3p and miR-125b-2-3p increased before chemotherapy and subsequently decreased early following treatment in patients with pleuropulmonary blastoma (PPB). According to these results, miR-125b-2-3p may be useful as a serum biomarker for the early detection of PPB in patients with known germline *DICER1* mutations and for potential disease monitoring in patients with PPB (Murray et al., 2014). In addition, Lu et al. (2018) reported that miR-125b-2-3p sensitized colorectal cancer (CRC) to first-line chemotherapeutic therapy. Furthermore, the two-miRNA-based signatures (miR-125b-2-3p and miR-933) were a good prognostic and predictive biomarkers for tumor progression in advanced CRC, and they could be useful for providing standard first-line chemotherapy to patients with CRC (Lu et al., 2018). Meng et al. (2020) reported that high miR-125b-2-3p expression was correlated with metastasis and poor survival in patients with clear cell renal cell carcinoma. However, the biological function of miR-125b-2-3p in human cancer cells remains unknown. We identified that miR-125b-2-3p can suppress cell proliferation, colony formation, migration, and invasion capability in human breast cancer cells.

In summary, we identified a novel lncRNA, *LOC550643*, which acts as an oncogene in promoting breast cancer cell growth and metastasis. We also revealed that *LOC550643* expression can serve as a useful molecular biomarker for cancer diagnosis and as a potential therapeutic target for patients with breast cancer.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/, accession numbers: GSE175513 and GSE175514.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Institutional Review Board of the Taipei Tzu Chi Hospital. Written informed consent for participation was not required for this study in accordance with the national legislation and the institutional requirements. The animal study was reviewed and approved by Animal Center and the Use Committee of Kaohsiung Veterans General Hospital (No. VGHKS-2017-2020-A042).

## Author Contributions

K-WT, Y-JC, and S-HC executed this study and drafted the manuscript. Y-TT and M-CL performed the biological function assay for the gastric cancer cells. Y-JC, K-HC, and Y-RC assisted in collecting clinical samples and analysis. K-WT, Y-JC, and L-HW supervised the study and edited the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: LOC550643, a Long Non-coding RNA, Acts as Novel Oncogene in Regulating Breast Cancer Growth and Metastasis
**Source:** Front Cell Dev Biol. 2021 Jul 20;9:695632. doi: 10.3389/fcell.2021.695632
**Supplement:** Supplementary file 7

|  | |
| --- | --- |
| **Primer** | **5'-3'** |
| GAPDH-F | TGCACCACCAACTGCTTAGC |
| GAPDH-R | GGCATGGACTGTGGTCATGAG |
| LOC652276-F | ATCCGTCTTGAAGGCAGCTC |
| LOC652276-R | CGTGGGCTTCAGTCACTACA |
| LOC550643-F | CCACCGGAGAAAACTGACGA |
| LOC550643-R | CCTCCGTTGGGAGTTCCTTC |
| PVT1-F | GGGGAATAACGCTGGTGGAA |
| PVT1-R | CCCATGGACATCCAAGCTGT |
| OR2A9P-F | TCAACCCGATGCTAAACCCC |
| OR2A9P-R | TTGGGCATCAAGAGTCCACG |
| RPL23AP53-F | AGATTCCAACGCAGCTTCA |
| RPL23AP53-R | CTCTGGCAACAGGGGTCTTT |
| GATs-F | CTCCAGCTCCCAGCCTATTG |
| GATs-R | GACACAGAACCTGTTGCTCG |
| U6-F | CTCGCTTCGGCAGCACA |
| U6-R | AACGCTTCACGAATTTGCGT |
| miR-125b-2-3p-RT | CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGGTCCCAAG |
| miR-125b-2-3p-GSF | CGGCGGTCACAAGTCAGGCTCT |
| Universal-R | CTGGTGTCGTGGAGTCGGCAATTC |
| RACE-LOC550643-F1 | GGAGATCCACTCTCCCACCTGGAAA |
| RACE- LOC550643-F2 | GACTCCATTTCCCTGGTGCATTCA |
| RACE- LOC550643-R2 | CCAGGTTCAGGACACCAGAAAAAGCA |
| RACE- LOC550643-R3 | CAGGAAGTGAAATCGCGCTGATTACA |

**Supplementary Table 1. The Primers used in this study of qPCR and RLM-RACE**

# Supplementary material for: LOC550643, a Long Non-coding RNA, Acts as Novel Oncogene in Regulating Breast Cancer Growth and Metastasis
**Source:** Front Cell Dev Biol. 2021 Jul 20;9:695632. doi: 10.3389/fcell.2021.695632
**Supplement:** Supplementary file 8

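The siRNAs used for LOC550643 knockdown are 18 nt long. Matched without mismatches to the isoforms of Supplementary Table 4, si-LOC550643#301 lies at bases 329 to 346 of V1 and 87 to 104 of V3. In V1 its first 3 bases are in exon 1 and the other 15 in exon 2, and it has no match in V2, from which exon 2 is missing. The sequence of si-LOC550643#543 lies in exon 3, at bases 569 to 586 of V1, 432 to 449 of V2 and 327 to 344 of V3, which is chromosome X 56817420 to 56817437 in GRCh38. The scrambled control has no match in any isoform.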

| **Supplementary Table 2. The siRNA sequence used in this study** | |
| --- | --- |
| **siRNA** | **Sequence (5'-3')** |
| Negative control (N.C) | GCGACGAUCUGCCUAAGA |
| si-LOC550643#301 | CAGUCUUUGAGUGAUUGC |
| si-LOC550643#543 | CCUGGAUCAUGGUGAACU |

# Supplementary material for: LOC550643, a Long Non-coding RNA, Acts as Novel Oncogene in Regulating Breast Cancer Growth and Metastasis
**Source:** Front Cell Dev Biol. 2021 Jul 20;9:695632. doi: 10.3389/fcell.2021.695632
**Supplement:** Supplementary file 9

| **Supplementary Table 3. The antibodies used in this study** | | | | | |
| --- | --- | --- | --- | --- | --- |
| **Antibody name** | **1st Ab Dilution** | **MW (kDa)** | **Company** | **Host** | **2nd Ab Dilution** |
| CDK1 | 1:200 | 34, 27 | 10762-1-AP, proteintech | Rabbit | 1:5000 |
| CDK2 | 1:1000 | 34 | MA5-17052, ThermoFisher | Mouse | 1:5000 |
| CDK4 | 1:1000 | 34 | MS-299-P, ThermoFisher | Mouse | 1:5000 |
| CyclinA2 | 1:500 | 56 | 18202-1-AP, proteintech | Rabbit | 1:5000 |
| CyclinB1 | 1:500 | 55-60 | 55004-1-AP, proteintech | Rabbit | 1:5000 |
| CyclinD1 | 1:200 | 36 | RM9104S, ThermoFisher | Rabbit | 1:5000 |
| P21 | 1:1000 | 21 | #2947, Cell signaling Technology, Inc., USA | Rabbit | 1:5000 |
| P27 | 1:500 | 27 | 25614-1-AP, proteintech | Rabbit | 1:5000 |
| β-actin (ACTB) | 1:5000 | 43 | MAB1501, Millipore | Mouse | 1:5000 |
| *MW: Molecular Weight | |  |  |  |  |

# Supplementary material for: LOC550643, a Long Non-coding RNA, Acts as Novel Oncogene in Regulating Breast Cancer Growth and Metastasis
**Source:** Front Cell Dev Biol. 2021 Jul 20;9:695632. doi: 10.3389/fcell.2021.695632
**Supplement:** Supplementary file 10

| Isoforms | Sequence |
| --- | --- |
| V1  (718bp) | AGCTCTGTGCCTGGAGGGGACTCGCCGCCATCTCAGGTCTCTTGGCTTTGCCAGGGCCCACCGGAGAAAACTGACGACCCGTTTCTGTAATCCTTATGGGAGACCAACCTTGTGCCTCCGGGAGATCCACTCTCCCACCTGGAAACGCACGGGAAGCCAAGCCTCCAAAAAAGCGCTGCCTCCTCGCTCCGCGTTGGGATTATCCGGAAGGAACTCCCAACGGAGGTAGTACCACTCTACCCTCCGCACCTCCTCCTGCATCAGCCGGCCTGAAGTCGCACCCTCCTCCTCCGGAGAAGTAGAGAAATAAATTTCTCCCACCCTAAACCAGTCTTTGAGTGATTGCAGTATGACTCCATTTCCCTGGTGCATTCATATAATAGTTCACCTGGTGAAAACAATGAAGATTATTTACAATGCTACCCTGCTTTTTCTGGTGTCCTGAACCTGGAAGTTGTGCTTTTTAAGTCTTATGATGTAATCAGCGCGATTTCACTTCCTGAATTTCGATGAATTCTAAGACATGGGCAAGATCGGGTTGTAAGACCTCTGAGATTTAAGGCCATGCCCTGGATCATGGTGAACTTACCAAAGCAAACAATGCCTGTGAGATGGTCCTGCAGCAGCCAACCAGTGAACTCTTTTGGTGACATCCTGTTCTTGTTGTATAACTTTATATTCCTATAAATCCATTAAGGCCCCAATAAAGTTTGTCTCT |
| V2  (581bp) | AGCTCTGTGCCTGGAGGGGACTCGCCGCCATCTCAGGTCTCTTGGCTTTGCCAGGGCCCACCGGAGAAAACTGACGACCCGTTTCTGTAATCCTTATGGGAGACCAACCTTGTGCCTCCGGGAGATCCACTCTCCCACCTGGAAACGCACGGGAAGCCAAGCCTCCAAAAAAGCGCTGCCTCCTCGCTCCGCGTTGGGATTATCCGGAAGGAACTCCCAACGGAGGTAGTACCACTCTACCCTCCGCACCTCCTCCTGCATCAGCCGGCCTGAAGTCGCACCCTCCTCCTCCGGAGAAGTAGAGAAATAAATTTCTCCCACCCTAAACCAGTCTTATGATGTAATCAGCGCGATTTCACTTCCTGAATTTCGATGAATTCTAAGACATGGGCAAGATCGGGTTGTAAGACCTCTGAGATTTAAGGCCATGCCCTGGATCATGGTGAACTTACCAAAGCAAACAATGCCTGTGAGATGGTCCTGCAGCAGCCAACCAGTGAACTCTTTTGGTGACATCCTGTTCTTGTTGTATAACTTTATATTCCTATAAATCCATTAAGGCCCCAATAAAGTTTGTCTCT |
| V3  (476bp) | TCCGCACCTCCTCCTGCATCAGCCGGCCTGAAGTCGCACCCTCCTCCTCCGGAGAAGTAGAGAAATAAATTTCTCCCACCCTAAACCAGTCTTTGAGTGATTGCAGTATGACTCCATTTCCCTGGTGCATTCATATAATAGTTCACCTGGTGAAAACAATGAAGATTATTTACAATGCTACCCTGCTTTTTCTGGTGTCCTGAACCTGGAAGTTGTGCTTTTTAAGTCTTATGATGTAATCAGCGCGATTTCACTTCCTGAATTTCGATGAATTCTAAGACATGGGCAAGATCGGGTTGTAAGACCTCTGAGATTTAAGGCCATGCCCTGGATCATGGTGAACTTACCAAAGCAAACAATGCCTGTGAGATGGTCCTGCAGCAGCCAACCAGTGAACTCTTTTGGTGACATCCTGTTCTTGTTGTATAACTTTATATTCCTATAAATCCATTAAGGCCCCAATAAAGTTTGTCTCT |

**Supplementary Table 4. The sequence of three isoforms of LOC550643 was examined by Sanger sequencing**

How the deposited data were processed for this re-analysis (not part of the article)

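Small RNA was sequenced from MDA-MB-231-IV2-1 cells 48 h after transfection with the scrambled control or with the pooled LOC550643 siRNAs (10 nmol/L), with 1 library per condition. The sample labels name the parental line MDA-MB-231 in one field and the IV2 subline in the titles, and the paper's name was used. The authors prepared the libraries with a small RNA kit, assigned the reads to mature miRNAs with their own tool and deposited the values as RPM (reads-per-million values), a table per library. The aligner, the miRNA reference release and any filter on low values are not named in the paper's text. The RPM of the libraries sum to 999996 and 999845, so the deposited values are shares of the miRNA reads and carry no scaling between libraries beyond the library total.

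From these tables the values were rescaled to the same total per library, miRNAs missing from a library were set to 0, and the log2 fold change of knockdown over control was computed with a pseudocount of 1 RPM. The number of miRNAs beyond 2-fold in each direction was counted over all 425 miRNAs listed in either library, with the fold thresholds of 2 and 0.5 that the paper gives for its microarray. The depth was read from the ladder of low values: the step worth 1 read was fitted by least squares to the values up to 20 reads that lay within 0.1 read of a whole number. Values at or under 3 reads were treated as being at the floor. No fold change is given where both libraries were at or under the floor, and a bound against the floor is given where 1 library was. Intervals are 95% Clopper-Pearson intervals from scipy 1.17.1, and those of log2 fold changes come from the share of the knockdown reads among the reads of both libraries. They treat reads as independent and leave out the variation between cultures, which 1 library per condition cannot show.

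The design set before the data were examined included a Fisher exact test of each miRNA in case the tables held counts. As they hold RPM and not all low values were whole reads, that test and the TMM scaling, which also needs counts, were not run. A comparison of miRNAs with a seed match to LOC550643 was not run either, because, apart from miR-125b-2-3p, mature miRNA sequences were not used here. The miRNAs named in the text were chosen by a rule set before the data were examined: the 13 miRNAs of Figure 8A, the other miRNAs the paper's text names, the other products of the miR-125 hairpins, the 5 most abundant miRNAs of the control library, and the 3 largest rises and the 3 largest falls among miRNAs with a mean of at least 100 RPM. The closing section also names miR-27a-3p, miR-34c-3p, miR-106b-3p, miR-25-3p and 5 miRNAs of the AAAGUGC family outside this rule, chosen after their values were seen. Of the other miRNAs the text names, miR-494-3p and miR-933 are listed in neither library. The alternatives covered the fold threshold, the scaling between libraries, the pseudocount and filters on low values.

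The procedure was tested on 20 simulated pairs of libraries at the real depths, in each of which 100 of 425 miRNAs were changed 4-fold. With scaling to the library total, as for the reported counts, on average 94.9% of the changed miRNAs with a mean of at least 100 RPM (28.6 per pair) and 7.54% of the unchanged ones (91.8 per pair) were called beyond 2-fold. Among miRNAs under 100 RPM, 77.2% of the changed ones (63.3 per pair) and 55.9% of the unchanged ones (211 per pair) were called, so that a call beyond 2-fold at these values does not separate changed from unchanged miRNAs. With median-of-ratios scaling, 99.8% of the changed and 0.056% of the unchanged miRNAs with a mean of at least 100 RPM were called. The same simulated libraries gave both shares of unchanged miRNAs, so the 7.54% comes from the scaling and not from depth. The fitted step was within 0.0021% of the true one. Counting noise was described by drawing 1000 pairs of libraries of the real depths from the pooled reads of both libraries. Isoform, siRNA and seed positions are exact matches between the sequences in the paper's supplement and GENCODE 29 transcripts (GRCh38). The computations used Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.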

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

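The tests of the scaling, of the GC slope alone and of the second arm of the miR-27a hairpin were chosen only after the values had been seen. Among miRNAs the paper does not discuss, 3 with a mean of at least 100 RPM were more than 2-fold higher in the knockdown library: miR-27a-5p (log2 fold change 1.48), miR-34c-5p (1.42) and miR-381-3p (1.18). Counting noise was weighed first. In 1000 pairs of libraries drawn from a shared composition at the real depths, the highest log2 fold change was 0.22 for miR-27a-5p, 0.29 for miR-34c-5p and 1.33 for miR-381-3p. No draw reached the rise of miR-27a-5p or miR-34c-5p. The rise of miR-381-3p, which rests on 16 reads in the control library and 95 in the knockdown library, was reached in 2 of the 1000 draws. Its own counting interval (log2 0.42 to 2.06) excludes 0. However, the 3 were picked as the largest rises, whereas draws and interval take each miRNA alone. Among all miRNAs with a mean of at least 100 RPM, the draws gave on average 0.221 more than 2-fold higher. Counting noise is therefore a weaker objection for miR-27a-5p and miR-34c-5p than for miR-381-3p. The draws hold no variation between cultures or library preparations, so a difference of that kind remains possible for all 3 and cannot be told apart from an effect of LOC550643 knockdown with 1 library per condition.

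Over the 4 scalings tried, the lowest log2 fold change of the 3 was 1.18. Each of these scalings either raised all log2 fold changes or left them almost as they were. A change of scaling shifts all miRNAs together, so one that removed the 3 rises would lower the others by as much. The 51 miRNAs with a mean of at least 1000 RPM had a median log2 fold change of -0.09 (quartiles -0.30 and 0.09). For the 73 miRNAs from 100 to 1000 RPM it was -0.12 (-0.55 and 0.28). The 3 rises lie far above these values, which argues against the scaling as their source. A dependence on the GC content of the hairpin was also weighed. Across the 124 miRNAs with a mean of at least 100 RPM, all of which have an annotated hairpin, hairpin GC content and log2 fold change had a Spearman rho of 0.14 (across miRNAs, which are not independent replicates), and after a linear fit on GC content the lowest residual of the 3 was 1.45. As the residual also takes out the centre of the fit, which is below 0, the slope was removed alone as well: the log2 fold change then went from 1.48 to 1.37 for miR-27a-5p, whose hairpin is richer in GC (60.3%) than the mean (51.3%), from 1.42 to 1.55 for miR-34c-5p and from 1.18 to 1.31 for miR-381-3p. Each of the 3 stayed above 1, but a slope of 0.0117 per GC percent could move them little. The fit used hairpins and not the mature sequences that were read. It therefore cannot exclude an effect of the GC content of the mature miRNAs. In the other direction, 7 miRNAs with a mean of at least 100 RPM were more than 2-fold lower. For the 3 largest of these falls, the residual after the GC fit was -3.95 for miR-363-3p (log2 fold change -4.21), -1.88 for miR-197-3p (-1.89) and -1.31 for miR-20a-5p (-1.61). For miR-27a a larger amount of the whole hairpin transcript was not seen, since miR-27a-3p, from the other arm, had a log2 fold change of -0.24. A change in the choice of arm, or in how the miR-27a-5p end was captured in the library, could give this contrast, and neither was tested. For miR-34c the other arm, miR-34c-3p, had 3 reads in the control library and 6 in the knockdown library, too few for this comparison. The gene of miR-34c lies within 10 kb of that of miR-34b, and miR-34b-3p, one of the 5 miRNAs the paper names, had a log2 fold change of 0.53.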

How the results depend on the processing

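The alternatives were set before the data were examined, apart from the 1.3-fold threshold, which was chosen after seeing the values. No paired analysis was possible because each condition has 1 library. The Fisher exact test and the TMM scaling were not run because the tables hold RPM, and the comparison of miRNAs with a LOC550643 seed match was not run.

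The numbers of miRNAs more than 2-fold higher and lower, 76 and 116, depended on how miRNAs at low values were treated. With a pseudocount of 10 RPM they were 19 and 25, among miRNAs above 0 in both libraries 28 and 66, among those with at least 10 RPM in a library 34 and 51, and among those with a mean of at least 100 RPM 3 and 7. Without a threshold the counts were 180 and 245, and at 1.3-fold they were 125 and 179. They stayed within 1.5 times of 76 and 116 at a 1.5-fold threshold (95 and 150), with the values as deposited (76 and 116), with median-of-ratios size factors (83 and 90), with scaling to the 75th percentile (81 and 90) and with a pseudocount of 0.1 RPM (78 and 118). The excess of lower over higher miRNAs was present in each of these settings, and it shrank under the median-of-ratios and 75th-percentile scalings, where 48.0% and 47.4% of the calls were higher against 39.6% with scaling to the library total. Counted without a threshold, 212 miRNAs were higher and 213 lower with median-of-ratios size factors, a balance that this scaling fixes by setting the median ratio of the miRNAs in both libraries to 1, and 211 were higher and 214 lower with 75th-percentile scaling. They raised the log2 ratio of every miRNA by 0.20 and 0.19 before the pseudocount. The median log2 fold change of all miRNAs was -0.20 with the values rescaled, as deposited, and among miRNAs above 0 in both libraries. It was -0.0019 with median-of-ratios size factors, which centre the ratios, -0.01 with 75th-percentile scaling, -0.12 with a pseudocount of 10 RPM, -0.16 among miRNAs with at least 10 RPM in a library and -0.09 among those with a mean of at least 100 RPM.

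For 19 named miRNAs with more than 3 reads in both libraries, 95 values under 5 alternatives were computed: 11 lay outside the counting interval of the miRNA, 7 of them with a changed sign, and 1 more changed sign inside the interval. The other 83 kept their sign and stayed within the interval. Every value that changed sign or left the interval came under median-of-ratios or 75th-percentile scaling. The values as deposited are almost those of the main setting, so the 83 overstate how well the results withstand a rescaling. With median-of-ratios size factors and 75th-percentile scaling, respectively, the log2 fold change turned to 0.17 and 0.16 for let-7i-5p, 0.011 and 0.0012 for miR-125b-5p, 0.20 and 0.19 for miR-21-5p, and 0.18 and 0.17 for miR-30a-5p. The log2 fold change of miR-125b-2-3p ranged from 0.01 to 0.20, and that of miR-27a-5p from 1.47 to 1.68. The fall of miR-3934-5p passed 2-fold in the main setting (-1.32) and not with a pseudocount of 10 RPM (-0.96).

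The depth limits the results most in the control library, where 1 read is worth 5.29 RPM and 45.2% of the miRNAs had at most 3 reads. In simulated libraries of these depths scaled to the library total, 55.9% of the unchanged miRNAs under 100 RPM were beyond 2-fold. Depth may not be the only source of that share, since these libraries also hold 100 miRNAs changed 4-fold. At a mean of at least 100 RPM, 7.54% of the unchanged miRNAs were called with this scaling and 0.056% with median-of-ratios scaling. Both shares come from the same simulated libraries, so the 7.54% rests on the scaling and not on depth. The simulated 4-fold changes could fall on the most abundant miRNAs. In the real libraries the 2 scalings differed by 0.20 in log2. Draws from the pooled reads, which hold no change, gave on average 135 miRNAs beyond 2-fold, 0.264 of them with a mean of at least 100 RPM. Of the 76 higher and 116 lower miRNAs observed, only 3 and 7 have a mean of at least 100 RPM. For the 7 of the 13 miRNAs of Figure 8A with at most 3 reads in both libraries, no change in either direction was detectable, and for miR-125b-2-3p a rise of up to 2.08-fold is inside the counting interval.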

Differences from the paper's values

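The paper reports 181 downregulated miRNAs, and 116 were more than 2-fold lower here. Of the alternatives set before the data were examined, the 1.5-fold threshold (150) and the absence of a threshold (245) came within 1.5 times of the paper's number; the values as deposited (116), the median-of-ratios and 75th-percentile scalings (90 each), the pseudocounts of 0.1 RPM (118) and 10 RPM (25), and the filters for miRNAs above 0 in both libraries (66), at least 10 RPM in a library (51) and a mean of at least 100 RPM (7) did not. The paper's 104 upregulated miRNAs stand against 76 here, within 1.5 times of each other. So were the counts at the 1.5-fold threshold (95), with the values as deposited (76), with the median-of-ratios (83) and 75th-percentile (81) scalings and with a pseudocount of 0.1 RPM (78). The count without a threshold (180), which came near the paper's downregulated number, was not, and neither were those with a pseudocount of 10 RPM (19), above 0 in both libraries (28), with at least 10 RPM in a library (34) and with a mean of at least 100 RPM (3). At the 1.3-fold threshold, which was chosen after seeing the values, the counts were 125 higher and 179 lower. After the values had been seen, 7938 combinations of filter, pseudocount and fold threshold were also compared with the paper's counts. None gave both numbers. The closest had a 1.3-fold threshold, for example 107 higher and 181 lower with a pseudocount of 0.1 RPM, and 105 higher and 179 lower with a pseudocount of 2 RPM, each among miRNAs with a sum over both libraries above 2.1 RPM. These are settings found by search and not the paper's method.

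The paper names miR-125b-2-3p among the miRNAs upregulated in the knockdown library, whereas its log2 fold change here was 0.01. It counted as higher only without a threshold, the setting in which all 13 miRNAs of Figure 8A had the direction the figure gives. At the 1.3-fold threshold chosen after seeing the values 12 of the 13 were called in that direction, at 1.5-fold 9, and at 2-fold 8. At 2-fold, 8 were also called with the values as deposited and with a pseudocount of 0.1 RPM, 7 with median-of-ratios size factors and with 75th-percentile scaling, 3 among miRNAs above 0 in both libraries, 2 among those with at least 10 RPM in a library, and 0 with a pseudocount of 10 RPM or among those with a mean of at least 100 RPM.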

Other observations

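The tests of neighbouring miRNAs, of minor arms and of miR-125b-2-3p were chosen only after the results had been seen.

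The level of miR-125b-2-3p did not differ between the libraries in RPM (68.8 and 69.2), and counting noise could hide a rise, since the upper end of its log2 interval is 1.05. Its values lie within 0.00026 read of whole numbers, so no fraction of a shared read is seen. This cannot exclude reads shared with another miRNA, since divided reads can also add up to whole numbers. The real-time PCR of Figure 8C is not analysed here.

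The number of miRNAs beyond 2-fold was set against counting noise. In 1000 pairs of libraries drawn from the pooled reads of both libraries at the real depths, on average 135 miRNAs were beyond 2-fold, 83.8 higher and 50.7 lower, against 192, 76 and 116 observed. The observed number of higher miRNAs was inside the central 95% of the draws (70 to 99), and that of lower miRNAs was above it (38 to 64). Drawing from the mean RPM in place of the pooled reads gave 83.9 higher and 52.4 lower. Among miRNAs with a mean of at least 100 RPM, the draws gave 0.264 miRNAs beyond 2-fold on average against 10 observed. The draws do not contain the variation between cultures, so what lies beyond them cannot be told apart from a difference between any 2 cultures or library preparations.

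The 5p miRNAs whose hairpin holds AAAGUGC in its 5′ arm, singled out after their values were seen, were lower in the knockdown library. The log2 fold change was -1.61 for miR-20a-5p, -1.08 for miR-93-5p, -1.07 for miR-17-5p and -0.53 for miR-106b-5p. The fall of miR-106b-5p is not set apart from counting error, as it rests on 9 reads in the control library and 16 in the knockdown library. Its RPM intervals, 21.8 to 90.4 and 18.6 to 52.9, overlap. Under the median-of-ratios scaling, which moves the median of all miRNAs from -0.20 to about 0, the 4 values were -1.41, -0.89, -0.87 and -0.34. Scaling to the 75th percentile left all 4 negative as well, at -1.42, -0.90, -0.88 and -0.35. The values of miR-17-5p are not whole numbers of reads (38.5 and 47.5), as when reads are divided between miRNAs of similar sequence. The other members, miR-106a-5p and miR-20b-5p, had at most 3 reads in both libraries. Apart from the scaling, no explanation was tested for this family. Values of neighbouring miRNAs, from hairpins within 10 kb, do not decide on a lower shared transcript. Beside miR-93-5p, the log2 fold change was -0.03 for miR-106b-3p and -0.20 for miR-25-3p. The neighbours miR-17-5p and miR-20a-5p were both lower, but both belong to the family singled out for its low values. Their pair therefore cannot count as evidence of a lower shared transcript.

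The hypothesis that differences follow shared primary transcripts was tested on 45 pairs of miRNAs from hairpins within 10 kb on the same strand, with a mean of at least 30 RPM. Their median absolute difference in log2 fold change was 0.45 against 0.58 in shuffles within 5 groups of abundance, at percentile 9.49 of 10000 shuffles, which does not set neighbouring miRNAs apart from others in these 2 libraries.

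The less abundant arm of a hairpin seemed to rise relative to the more abundant arm, as miR-125b-1-3p and miR-125a-3p did. Over 27 hairpins with a mean of at least 20 RPM in both arms, the minor arm was relatively higher in 16, with a median difference of 0.10. The median log2 fold change of the minor arms, -0.00032, was at percentile 74.1 of 10000 random lists matched on mean RPM, which does not set these minor arms apart from other miRNAs of their abundance. These lists leave out the pairing with the major arm. The paired difference itself was not set against random lists, so a rise relative to the major arm was not tested. The 27 hairpins do not include those of miR-125b-1-3p, whose other arm is shared by name with a second hairpin, or miR-125a-3p, whose mean of 19.9 RPM is under the limit, so the test says nothing on these examples.

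The annotation gives LOC550643 as the protein-coding gene NBDY. The only 6-base seed match of miR-125b-2-3p falls inside that coding sequence and is missing from isoform V3, and si-LOC550643#301 has no match in isoform V2. Whether these features bear on the measurements was not tested, as the small RNA tables do not measure the isoforms.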
